# Chronic Contractile Dysfunction without Hypertrophy Does Not Provoke a Compensatory Transcriptional Response in Mouse Hearts

**DOI:** 10.1371/journal.pone.0158317

**Published:** 2016-06-30

**Authors:** Scot J. Matkovich, David R. Grubb, Julie R. McMullen, Elizabeth A. Woodcock

## Abstract

Diseased myocardium from humans and experimental animal models shows heightened expression and activity of a specific subtype of phospholipase C (PLC), the splice variant PLCβ1b. Previous studies from our group showed that increasing PLCβ1b expression in adult mouse hearts by viral transduction was sufficient to cause sustained contractile dysfunction of rapid onset, which was maintained indefinitely in the absence of other pathological changes in the myocardium. We hypothesized that impaired contractility alone would be sufficient to induce a compensatory transcriptional response. Unbiased, comprehensive mRNA-sequencing was performed on 6 biological replicates of rAAV6-treated blank, PLCβ1b and PLCβ1a (closely related but inactive splice variant) hearts 8 weeks after injection, when reduced contractility was manifest in PLCβ1b hearts without evidence of induced hypertrophy. Expression of PLCβ1b resulted in expression changes in only 9 genes at FDR<0.1 when compared with control and these genes appeared unrelated to contractility. Importantly, PLCβ1a caused similar mild expression changes to PLCβ1b, despite a complete lack of effect of this isoform on cardiac contractility. We conclude that contractile depression caused by PLCβ1b activation is largely independent of changes in the transcriptome, and thus that lowered contractility is not sufficient in itself to provoke measurable transcriptomic alterations. In addition, our data stress the importance of a stringent control group to filter out transcriptional changes unrelated to cardiac function.

## Introduction

Heart failure, a condition wherein the pumping ability of the heart is severely compromised, develops as the end result of many different cardiac diseases. The prevalence of heart failure worldwide is increasing and it contributes substantially to the rising cost of health care. Despite this, current treatment options are largely limited to amelioration of symptoms. The failing heart exhibits a number of characteristics that contribute to pump failure. Some of these involve non-myocytes, especially fibroblasts that are instrumental in remodelling the heart [1] but some changes occur within the myocytes themselves [2]. Myocytes from failing hearts exhibit structural changes as well as alterations in intracellular signaling pathways and calcium handling [3–5]. Importantly, the calcium content of the sarcoplasmic reticulum (SR) is lowered, partly due to heightened calcium leak into the cytosol mediated by ryanodine receptors and partly due to reduced SR calcium uptake via the sarcoendoplasmic reticulum calcium ATPase (SERCA) [2, 6]. Failing myocytes characteristically show lowered expression of the SR calcium pump SERCA2a encoded by *Atp2a2* [7] along with reduced phosphorylation of phospholamban (PLN), which further depresses SERCA2a activity [8]. PLN is phosphorylated by protein kinase A downstream of β-adrenergic receptor activation and also by calcium-calmodulin regulated kinase II (CaMKIIδ) at a neighbouring site [9]. These PLN phosphorylations disinhibit SERCA and enhance lusitropy; therefore the lowered β-receptor expression and activity that characterize the failing myocardium likely contribute to SR calcium depletion [10].

In addition to these considerations, recent studies in our laboratory have identified another factor that contributes to contractile depression in the failing hearts. Failed myocardium from humans and experimental animals showed heightened expression and activity of phospholipase Cβ1b (PLCβ1b) [11], one of the splice variants of PLCβ1 [12] that initiates signaling responses downstream of Gq-coupled receptor activation [13]. Our studies showed that increasing PLCβ1b expression in adult mouse hearts by viral transduction was sufficient to cause rapidly developing, sustained contractile dysfunction [14], which lasted for several months in the absence of other pathological changes in the myocardium [14] (time course depicted diagrammatically in Fig 1). Further evidence pointing to the significance of the contribution of heightened PLCβ1b to pathology was provided by a more recent study [15], which showed that inhibiting PLCβ1b selectively prevented or reversed contractile dysfunction following pressure overload induced by trans-aortic constriction. Along with the improved contractility, the PLCβ1b-specific inhibitory mini-gene reduced hypertrophy and prevented premature death [15].

**Fig 1:**
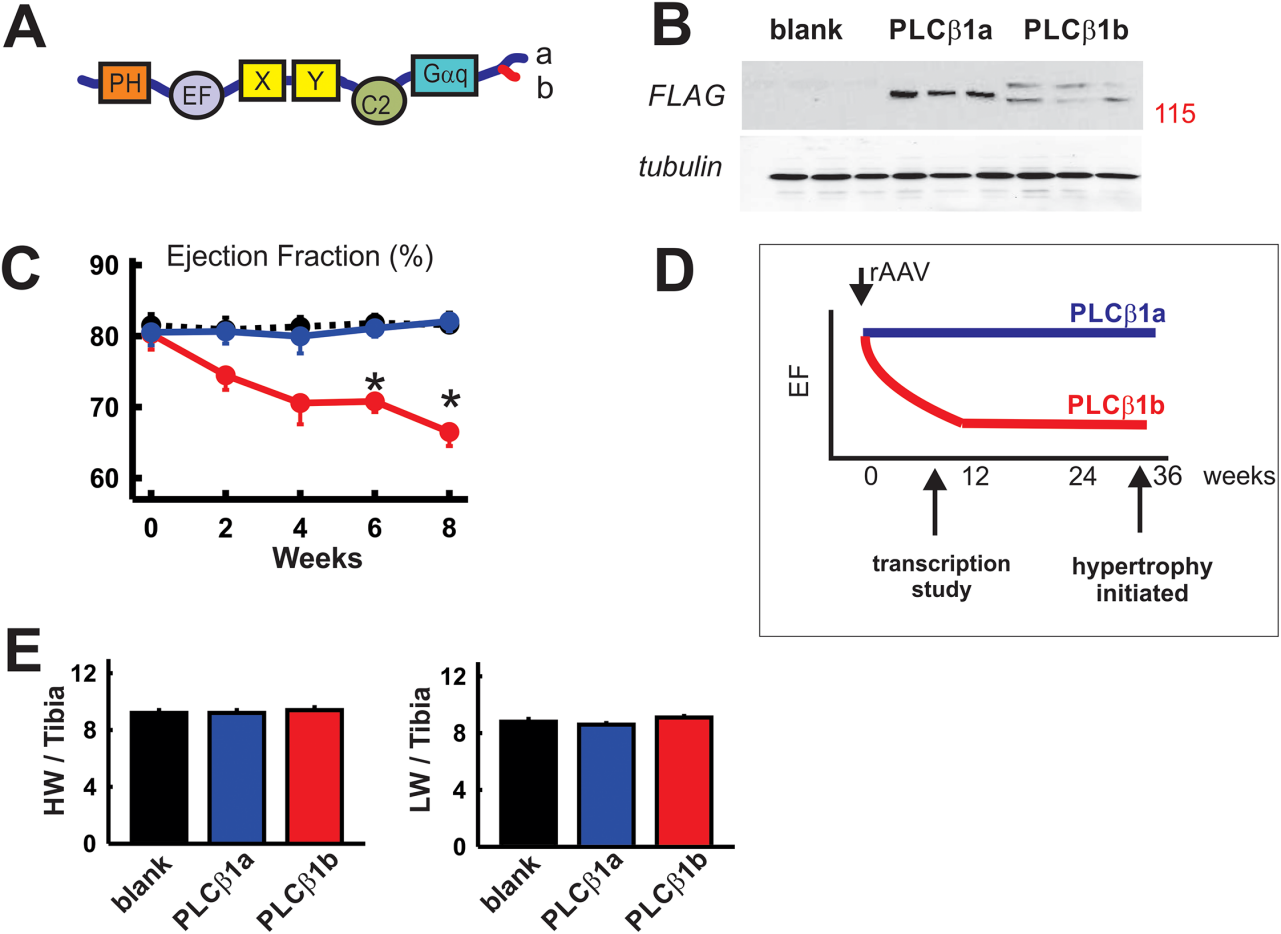
Expression of PLCβ1b in mouse heart for 8 weeks causes contractile dysfunction. **A**. Comparative structures of PLCβ1b and PLCβ1a. PH is PH domain, EF is EF hand domain, X and Y form the catalytic site, C2 is C2 domain, Gαq is the Gαq binding region. **B.** Western blots using anti-FLAG (Anti-DYKDDDDK rabbit polyclonal antibody Abnova, 1/5000) and anti-β-tubulin antibody (1/1000 (abcam, ab6046)) showing FLAG-PLCβ1b and -PLCβ1a expressions in left ventricle 8 weeks after rAAV6-mediated delivery, 3 samples per group. **C.** Time course of contractility changes measured as ejection fraction (%) in hearts following treatment with rAAV6 expressing PLCβ1b, PLCβ1a or blank control. Values are ejection fraction (%), mean ± SEM, n = 6. * p<0.01 relative to PLCβ1a or blank; data were analysed using a 2 way ANOVA for repeat measurements, as described previously (14). *Red*, PLCβ1b; *blue*, PLCβ1a; *black*, blank control. **D**. Diagram showing the time frame of changes in function in relation to the 8 week time point used in the current study [14]. **E**. Organ responses to PLCβ1b or PLCβ1a expression. *Left panel*: heart wt/tibia (mg/mm). *Right panel*; lung wt/tibia mg/mm. Values are mean ± SEM, n = 6.

Chronically heightened PLCβ1b expression results in compensatory hypertrophy and some fibrosis only after a prolonged period (36 weeks) [14]. In agreement with this, transcriptional activation of several ‘classical’ marker genes associated with hypertrophy and fibrosis was detected at 36 weeks, but not at earlier time points. In contrast to the signaling mechanisms responsible for the development of hypertrophy, it is not known whether transcriptional events can be initiated specifically by low contractility, either as causes or consequences of contractile dysfunction. PLCβ1b-induced contractile dysfunction, prior to the onset of hypertrophy, provides the possibility of examining whether there are transcriptional responses associated with chronically depressed contractility in the absence of other changes related to the progression to heart failure. Importantly, transduction of the closely related splice variant PLCβ1a had no effect on contractility [14], or on any other discernible response when expressed in mouse hearts at similar levels to PLCβ1b [16] and thus PLCβ1a provides a stringent control for all studies involving PLCβ1b.

The literature contains many examples of transcriptome studies undertaken using hypertrophied or failed myocardium from humans and animal models [17–19]. Such studies have identified genes associated with cellular growth, fibrosis and remodelling as well as genes associated with calcium handling. Many of these identified genes could contribute to contractile depression, singly or in combination, but such studies raise the issue of which transcriptional changes are primarily causative and which are secondary to remodelling or to the loss of contractile function. Contractile dysfunction caused by PLCβ1b does not induce other changes associated with the progression to failure until a much later time point, and thus provides a unique opportunity to examine transcriptional changes associated directly with low contractile function. Such transcriptional changes could be either causative of dysfunction or secondary to the chronically low contractility. With this in mind, we undertook a comprehensive mRNA-sequencing study of mice with chronically low contractile function due to PLCβ1b overexpression, hypothesizing that reduced cardiac output alone would be sufficient to provoke at least a partly compensatory transcriptional response. We used a time point early in the response to avoid compensatory hypertrophy observed after several months of treatment [14] (Fig 1).

## Methods

All experiments were conducted in accordance with the Australian Code of Practice for ‘The Care and Use of Animals for Scientific Purposes’ of the National Health and Medical Research Council of Australia and all studies were approved by the Alfred Medical Research and Education Precinct Animal Ethics Committee (#1362/2013). Mice used were C57BL/6 obtained from the Animal Resources Centre, Perth.

### Expression of PLCΒ1b or PLCΒ1a in mouse hearts

rAAV6-PLCβ1b, rAAV6-PLCβ1a or rAAV6-blank (control virus with a promoter but no protein product [20]) were prepared as described previously [14]. Male mice, 8 weeks of age, were injected with rAAV6-FLAG-PLCβ1b, rAAV6-FLAG-PLCβ1a or rAAV6-blank intravenously (IV) via the tail vein at a vector dose of 3 x 10^10^ vg/g. This dose has been shown to produce heightened expression of FLAG-PLCβ1b or FLAG-PLCβ1a in all chambers of the heart in all animals [14]. Nine (9) weeks after viral delivery (8 weeks after PLCβ1b/PLCβ1a expression) the animals underwent echocardiographic studies to evaluate contractile function, followed by humane culling, removal of hearts and dissection of the left ventricle (LV) for RNA extraction and western blotting. Extracted RNA subsequently was used for mRNA sequencing (mRNA-Seq) analysis. Western blotting using anti-FLAG and anti-tubulin antibodies to confirm expression in all hearts used for sequencing was performed exactly as described previously (14).

### Measurement of contractile function

In the current study, contractile function was assessed as ejection fraction determined by echocardiography. Anesthesia was maintained with 1.7% isoflurane. Echocardiography was performed using a Philips iE33 ultrasound machine and a 15 MHz linear-transducer. After a short-axis 2-D image of the LV at the level of the papillary muscles was obtained, 2-D guided M-mode images were acquired digitally at a sweep speed of 133 mm/s. Ejection fraction [EF = (LVIDd^3^ –LVIDs^3^)/LVIDd^3^, where LVIDd/s is the left ventricular internal diameter at systole ‘s’ or diastole ‘d’].

### RNA-Seq methods for AAV6-PLCβ1a/b cardiac analysis

Total RNA from mouse heart left ventricle was prepared by Trizol extraction from flash-frozen tissue. Six (6) biological replicates were used for each of rAAV6-blank, rAAV6-PLCβ1a and rAAV6-PLCβ1b conditions. Ribosomal RNA depletion along with RNA fragmentation and conversion to paired-end, strand-specific Illumina sequencing libraries were performed with Illumina TruSeq preparation kits. Sequencing reads of 76 nt in length were obtained from multiplexed libraries on an Illumina NextSeq instrument at the Ramaciotti Centre for Genomics, Sydney, Australia with (3.02 ± 0.11) * 10^7^ paired reads per heart (mean ± SEM). Reads were aligned to the mouse transcriptome represented in the Illumina iGenomes mm10 UCSC release using Tophat [21], achieving a read depth of (1.84 ± 0.07) * 10^7^ paired reads per heart (mean ± SEM); this represents a mean alignment to the transcriptome of 61%. All mRNA-sequencing reads and transcriptome-aligned read counts have been deposited in the NCBI GEO with accession number GSE73909.

### Statistical and informatic procedures

For ejection fraction measurements in Fig 1C, data were analyzed using a 2 way ANOVA for repeat measurements, as described previously [14]. For the newly performed RNAseq measurements in this study, the union mode of HTSeq [22] was used in a strand-specific manner to quantitate reads pertaining to each mRNA. These data were used as input to the DESeq package which adjusted for library depth, performed differential expression calculations, and derived false discovery rates (FDR). 

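The counts of 18 hearts, 6 for each vector, were tested with 4 programs, each with Benjamini-Hochberg adjustment and a call at a false discovery rate (FDR) below 0.1. edgeR's quasi-likelihood test, on TMM-scaled counts, called 12 genes between PLCβ1b and blank hearts. edgeR's exact test called 22, including all 12 of these. DESeq2 called 22 as well, of which 11 were among the 12. The test of the original DESeq package, written anew from its published description, called 9, of which 8 were among the 12. Between PLCβ1a and blank hearts, the same order of programs gave 17, 45, 28 and 7 genes. The 7 genes of the original DESeq test were all among the 17. In counts simulated from these hearts, 200 of 12281 genes were changed 1.5-fold or 2.0-fold. The 4 programs recovered 88.5 to 90.5% of the changed genes, and 3.8 to 11.3% of their calls were false. These shares hold only for the size of change simulated there, whereas the called genes other than Plcb1 had median folds of 1.36 in PLCβ1b and 1.31 in PLCβ1a hearts. The simulation covered only genes that passed edgeR's filter. DESeq2 and the original DESeq test were run on all 19396 genes with a count, a use that was not simulated. In other simulations with 200 changed genes, edgeR's quasi-likelihood test recovered 96.3% at 2.0-fold, 59.5% at 1.3-fold and 0.6% at 1.1-fold.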

Similar findings were made when the HTSeq-quantitated reads were used as input to edgeR for calculating differential expression [23]. For previous RNAseq studies [24–27] employing non-strand-specific mRNA reads, the union mode of HTSeq [22] was used to re-analyze raw RNAseq reads, newly aligned to the mm10 UCSC genome as above, without taking strand identity into account. DESeq was again employed for differential expression calculations.

### Comparison of PLCβ1a / PLCβ1b RNA-Seq data with existing RNA-Seq data sets

Data sets for rAAV6-mediated adult cardiac expression of PLCβ1a and PLCβ1b were compared with existing RNA-Seq datasets of αMHC/*Myh6*-driven expression of Gαq [24–26] or of full-length PKCα cDNA in adult mouse hearts [27] commencing in the neonatal period. Although PKCα expression was under the control of the doxycycline-suppressible tet-off Myh6 promoter, doxycycline was never administered to dams or pups and thus transgene activity commenced at birth, as for Gαq. Only mRNAs with a cardiac abundance of FPKM ≥3 were included, in accordance with the design of the original studies. In total, 781 individual mRNAs exhibited significant difference between PLCβ1a/b and blank virus, between Gαq and wt controls (derived specifically from [24]), or between PKCα and tet-off (tTA; TO) controls at a false discovery rate (FDR)<0.1. 

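Among the 25 genes that edgeR's quasi-likelihood test called between either PLC group and blank hearts, with Benjamini-Hochberg adjustment, the smallest estimated fold change was 1.14, that of Tmem245 in PLCβ1a hearts. The smallest fold among called genes depended on the program and the threshold. Among genes with a mean of at least 3 FPKM, the limit that the paper states for this comparison, it was 1.11 in the quasi-likelihood test. Without that limit it was 1.16 with the original DESeq test and also 1.16 at an FDR below 0.05. It was 1.09 with DESeq2 and 1.24 with limma on log2(FPKM + 0.1). With each heart left out in turn it lay between 1.14 and 1.25, the highest value being that without blank heart 34.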

The minimum fold-changes corresponding to these FDRs (up- or down-regulation) were 1.16-fold (16%) for PLCβ1a/b *vs* blank virus, and 1.2-fold (20%) for Gαq *vs* wt or PKCα *vs* tet-off. In order to compare expression changes for all 781 mRNAs across all three experiments, the fold-change of each mRNA between ‘treatment’ and appropriate ‘control’ groups was computed, the mean mRNA abundance value of control hearts was adjusted to 1 (log_2_ value = 0), and the resulting variation across individual hearts from each group was displayed in a heatmap (Partek Genomics Suite v6.6, Partek, St. Louis, MO).

## Results

### Functional and transcriptional responses to PLCβ1b or PLCβ1a expression

PLCβ1b or the splice variant that is functionally inactive in heart, PLCβ1a, were overexpressed in mouse hearts *in vivo* using rAAV6-mediated transduction (Fig 1A and 1B). 

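RNA was sequenced from 18 hearts, 6 from mice injected with rAAV6-PLCβ1b, 6 with rAAV6-PLCβ1a and 6 with rAAV6-blank. The mice were injected at 8 weeks of age, and their hearts were taken 9 weeks later. The paper's methods name the left ventricle as the tissue, whereas the sample labels name both ventricles. Total RNA was depleted of ribosomal RNA and read in pairs with the strand kept. The authors aligned the reads to the mm10 transcriptome with TopHat and counted them on genes with HTSeq in its union mode. The deposited counts are whole numbers without normalization, and a further deposited table gives FPKM for each gene and heart. The count totals ran from 13354157 to 21470365 in blank hearts (median 19081569.5), from 13246339 to 24155465 in PLCβ1a hearts (median 17959753) and from 16090533 to 22669587 in PLCβ1b hearts (median 19472041). Their mean over the 18 hearts was 18422528 (SEM 719728). The mitochondrial ribosomal RNA mt-Rnr2 took 53.5 to 57.5% of the counts of each heart, and 3908354 to 7591558 counts per heart fell on nuclear genes.
The counts were scaled by TMM, and the 12281 genes that passed edgeR's expression filter (minimum count 10) were fitted in a single quasi-likelihood model of the 3 groups. A gene was called where its Benjamini-Hochberg adjusted p over all genes tested (FDR) was below 0.1, the paper's own threshold. CPM are counts scaled to the library size after TMM. For single values, 6 hearts were compared with 6 by an exact two-sided permutation test over all 924 arrangements, which cannot give a p below 0.0022.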

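Plcb1, the gene that both vectors carry in spliced form, lies on chromosome 2 of mm10 from 134786164 to 135475258. Its mean was 0.986 ± 0.113 FPKM (SD, n = 6) in blank hearts, 3.86 ± 0.738 in PLCβ1a hearts and 8.28 ± 3.38 in PLCβ1b hearts. The counts behind these values were 71 to 140, 275 to 570 and 463 to 1598 per heart. They do not separate the splice variants, or vector transcripts from those of the mouse's own gene. The log2 fold change against blank was 2.90 for PLCβ1b (standard error 0.25, FDR 8.2e-05 from edgeR's quasi-likelihood test) and 1.82 for PLCβ1a (standard error 0.26, FDR 0.0299). All 12 hearts of the PLC groups had more Plcb1 than any blank heart (exact permutation test, p = 0.0022 for each group). The estimate that moved most with the processing was that of limma on log2(FPKM + 1), 2.14 for PLCβ1b and 1.28 for PLCβ1a. With each heart left out in turn, the log2 fold change stayed between 2.75 and 3.04 for PLCβ1b. The difference between PLCβ1b and PLCβ1a hearts was 1.09 on the log2 scale (standard error 0.22), with 5 of 6 PLCβ1b hearts above all PLCβ1a hearts (exact permutation test, p = 0.0043). It had an FDR of 0.801 in edgeR's quasi-likelihood model, 0.0082 in DESeq2 and 4.3e-06 in edgeR's exact test. The FDR over all settings ran from 4.3e-06 to 1.0. It was 0.0382 in the quasi-likelihood model without PLCβ1b heart 8, the heart of its group with the least Plcb1.

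**Figure D1:**
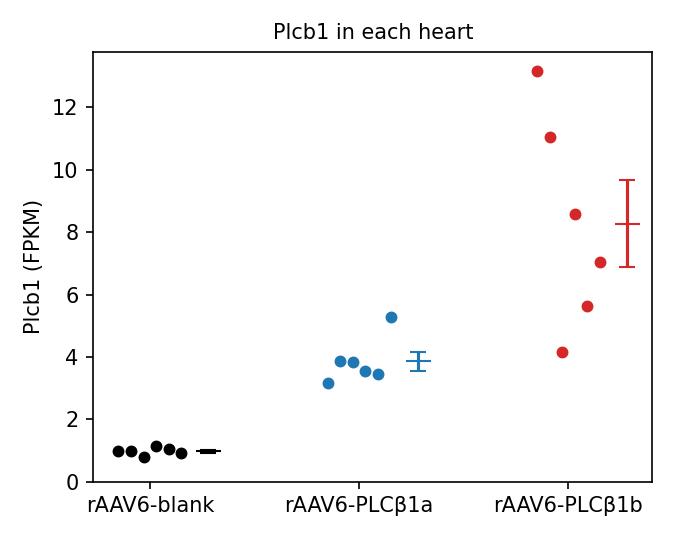
Plcb1 expression in FPKM in each of the 18 hearts, by vector. Points are single hearts, and the bars give the mean ± SEM of 6 hearts. The blank hearts lie between 0.806 and 1.14 FPKM, the PLCβ1a hearts between 3.18 and 5.28, and the PLCβ1b hearts between 4.16 and 13.2.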

Overexpression of PLCβ1b in mouse hearts for 8 weeks resulted in depressed contractile function, expressed as ejection fraction (EF%), without detectable hypertrophy. These data are similar to those reported previously and are typical of 5 different cohorts (Fig 1C, 1D and 1E; Table 1) [14]. In all cases, contractile dysfunction reached a plateau between 8–10 weeks after injection and was sustained for several months followed eventually by hypertrophy. For convenience, data from previous studies are depicted diagrammatically in Fig 1D, allowing the time frame of the current study to be seen in relation to phenotype progression. We hypothesized that low contractility and decreased cardiac output would be sufficient to trigger a compensatory transcriptional response. However, despite the low contractility in PLCβ1b-expressing mice, unbiased whole-transcriptome analysis identified only minimal differences between hearts from mice expressing PLCβ1b and hearts from mice transduced with a control vector that does not express a protein product (rAAV6-blank). 

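Between PLCβ1b and blank hearts, 12 of the 12281 genes tested were called in edgeR's quasi-likelihood model, 9 higher and 3 lower in PLCβ1b. Plcb1 was among those higher. The other 11 had a median fold change of 1.36, and the largest was 1.63. At an unadjusted p under 0.05 there were 910 genes, 7.41% of those tested. In 7 of the 11, no PLCβ1b heart overlapped a blank heart in CPM. Over all genes tested 0.480% had no overlap, where chance gives 0.216%. Regardless of significance, 67 genes had an estimated change over 1.5-fold, and the median size of the log2 fold change over all genes was 0.07. Without the filter on low counts 24 genes were called, the setting that raised the number most. The 12 genes were all among these 24, but the share of called genes that were higher fell from 75% to 62.5%. With limma on log2 FPKM most called genes were lower, 33.3% of 6 and 20% of 5 being higher with 0.1 and 1 added. With a correction for gene length and GC content, chosen after seeing the data, 53.8% of 13 were higher. With each heart left out in turn, 2 to 18 genes were called. There were 2 without blank heart 34 and 2 without PLCβ1b heart 17, 4 without PLCβ1b heart 4 and 6 without PLCβ1b heart 6, and the 18 came without blank heart 32.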

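Among the genes called between PLCβ1b and blank hearts, the lowest FDR after that of Plcb1 was that of Chd6, on chromosome 2 of mm10 from 160946978 to 161109056. Its mean was 5.65 ± 0.275 FPKM (SD, n = 6) in blank hearts and 4.53 ± 0.353 in PLCβ1b hearts, a log2 fold change of -0.31 (standard error 0.05, FDR 5.1e-04 from edgeR's quasi-likelihood test). All 6 PLCβ1b hearts lay below all blank hearts (exact permutation test, p = 0.0022). Chd6 was called under each setting tried and with each heart left out. Banp, on chromosome 8 from 121950533 to 122029258, fell from 1.11 ± 0.153 to 0.646 ± 0.101 FPKM, a log2 fold change of -0.70 (standard error 0.13) that was also without overlap. Cish, on chromosome 9 from 107296689 to 107301961, had 11.3 ± 1.52 FPKM in blank hearts and 7.94 ± 1.06 in PLCβ1b hearts. Its log2 fold change was -0.48 (standard error 0.09), with 5 of 6 PLCβ1b hearts below all blank hearts. Pcdh17 was higher by 0.46 on the log2 scale and 2810055G20Rik by 0.45, each with a standard error of 0.09. Arhgap18 was higher by 0.38 (standard error 0.08). These 5 genes shared an FDR of 0.0267 in the same model. Banp and Cish lost their call without blank heart 34 or PLCβ1b heart 17, with FDR up to 0.122. Pcdh17 and 2810055G20Rik lost theirs without blank heart 34 or PLCβ1b heart 4, 6 or 17, with FDR up to 0.135. Arhgap18 lost its call without blank heart 34 or 36 or PLCβ1b heart 4 or 17, with FDR up to 0.149. With limma on log2 FPKM, neither setting called Pcdh17, 2810055G20Rik, Arhgap18, Prox1 or Ccdc88c, whose FDR rose to 0.428, 0.418, 0.439, 0.509 and 0.514.
Prox1 (log2 fold change 0.28, FDR 0.0555) and Ccdc88c (0.44, FDR 0.0998) were called by edgeR with FDR that rose to 0.246 and 0.275 with a heart left out. Prox1 lost its call without blank heart 30, 33 or 34 or PLCβ1b heart 4, 6 or 17, and Ccdc88c in 11 of the 18 fits that each left out a heart. Tmem245 was also called (log2 fold change 0.19, FDR 0.0788), as were Srrm4 (0.45, FDR 0.0596) and Lmo2 (0.37, FDR 0.0998), the last 2 being named after their values were seen. Mcf2l had a log2 fold change of -0.44 (standard error 0.10) and an FDR of 0.196 in the quasi-likelihood model, with 5 of 6 PLCβ1b hearts below all blank hearts. Its FDR was 0.0112 in DESeq2, 0.0277 in the original DESeq test and 0.0303 without PLCβ1b heart 16. Over all settings it ran from 0.0071 to 0.372.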

Only nine (9) genes showed significant expression differences between these two groups at a false discovery rate (FDR) < 0.1 (which represents a rather lenient filter compared to typical FDRs < 0.05 or < 0.02) (Fig 2, S1 Table). Similar expression changes were observed when data from rAAV6-PLCβ1a expressing mice were compared with rAAV6-blank mice. 

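Between PLCβ1a and blank hearts, 17 genes were called, 12 higher and 5 lower. The 16 genes other than Plcb1 had a median fold change of 1.31 and a largest of 1.89. In 8 of the 16 no PLCβ1a heart overlapped a blank heart in CPM, and 0.594% of all genes were without overlap. At an unadjusted p under 0.05 there were 1054 genes, 8.58%. edgeR's exact test raised the count most, to 45 genes, and at an FDR below 0.05 there were 4. Of the 17 calls, 70.6% were higher, against 50% of the 10 called when PLCβ1b hearts were left out of the model and 85.7% of the 7 of the original DESeq test. With limma on log2 FPKM the balance was the opposite, 20% of 5 and 16.7% of 6, and with the length and GC correction it was 58.3% of 12. Without blank heart 34 or without PLCβ1a heart 11 there were 3 calls, and without PLCβ1a heart 7 there were 7. There were 8 without blank heart 32, 9 without PLCβ1a heart 14, 10 without blank heart 36, and 19 without PLCβ1a heart 13.
Across the 12280 tested genes other than Plcb1, the log2 fold changes of the 2 comparisons had a Pearson r of 0.619. Both use the same blank hearts, and simulated groups without any change gave a mean r of 0.510 (0.469 to 0.54 over 100 simulations). When the blank hearts were divided so that the comparisons used 3 different blank hearts each, the median r over the 20 divisions was 0.161 (0.0169 to 0.210). Simulated groups gave -0.0599 to 0.0494 in that case. Regrouping the real hearts at random gave wider ranges, with r up to 0.165 for divided blank hearts, and 2 of 100 groupings, the real one included, at least as high as 0.161. With shared blank hearts, regrouped hearts gave r up to 0.673. Genes are not independent replicates, so no p-value is given for r. With each heart left out in turn r lay between 0.576 and 0.666.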

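The genes called in PLCβ1b hearts, in PLCβ1a hearts or in both numbered 25, or 24 apart from Plcb1. All 24 changed in the same direction in PLCβ1b and in PLCβ1a hearts. The shared blank hearts favour this without any response, and how far was not computed. Plcb1, Cish, Arhgap18 and Tmem245 were called in both comparisons. Cish had the lowest FDR in PLCβ1a hearts (1.4e-05 from edgeR's quasi-likelihood test), with a log2 fold change of -0.84 (standard error 0.09) and 6.16 ± 0.620 FPKM (SD, n = 6). With each heart left out in turn it was called every time, with a log2 fold change of -0.91 to -0.79. Cacna1c encodes a calcium channel subunit and lies on chromosome 6 of mm10 from 118592296 to 119196409, with Dcp1b overlapping it on the opposite strand. It rose from 20.7 ± 1.16 to 23.7 ± 1.74 FPKM in PLCβ1a hearts, a log2 fold change of 0.22 (standard error 0.04, FDR 0.0386 in edgeR). Its FDR rose to as much as 0.157 without blank heart 34 or PLCβ1a heart 11. In PLCβ1b hearts its log2 fold change was 0.18 (FDR 0.115 in edgeR). It was called there in 3 of 12 other settings, which were DESeq2 (FDR 0.0737), no filter on low counts and only the groups compared. It was also called in 4 of the 18 fits that each left out a heart. Arhgap18 had a log2 fold change of 0.34 in PLCβ1a hearts (standard error 0.08, FDR 0.0671 in edgeR).
Among called genes other than Plcb1, Aldh1l1 showed the largest change in PLCβ1a hearts, a log2 fold change of 0.92 (standard error 0.20, FDR 0.0542 in edgeR) from 14 to 58 counts per heart. It lost its call without blank heart 34 or 36 or PLCβ1a heart 7, 9 or 14. Mrpl34 (-0.32), Mrpl18 (-0.23), Gpr157 (-0.30) and Eml5 (0.47) had the same FDR. Eml5 overlaps Zc3h14 on the opposite strand. Myo5c (0.47), Irx3 (0.49), Cecr2 (0.43) and Herpud1 (-0.25) were called with FDR of 0.0386, 0.0566, 0.0614 and 0.0734 in edgeR. Herpud1 lost its call in 14 of the 18 fits that each left out a heart, and Myo5c without blank heart 34 or PLCβ1a heart 11. Of these 18 fits, Gpr157 was called in 10, Irx3 and Arhgap18 in 11, Mrpl34, Eml5 and Cecr2 in 12, and Mrpl18 in 15. Arhgap18, Cacna1c, Cecr2, Eml5, Herpud1, Irx3 and Myo5c were also not called in PLCβ1a hearts by limma on log2 FPKM. Named after their values were seen, Cd109 (0.74), Zfp667 (0.56) and Zfp827 (0.31) were also called. Over both comparisons, the number of called genes ran from 4 (without blank heart 34) to 30 (without PLCβ1b heart 16). It was 11 without PLCβ1a heart 11 and 16 without PLCβ1b heart 17, and the highest number under any setting was 59, with edgeR's exact test.

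**Figure D2:**
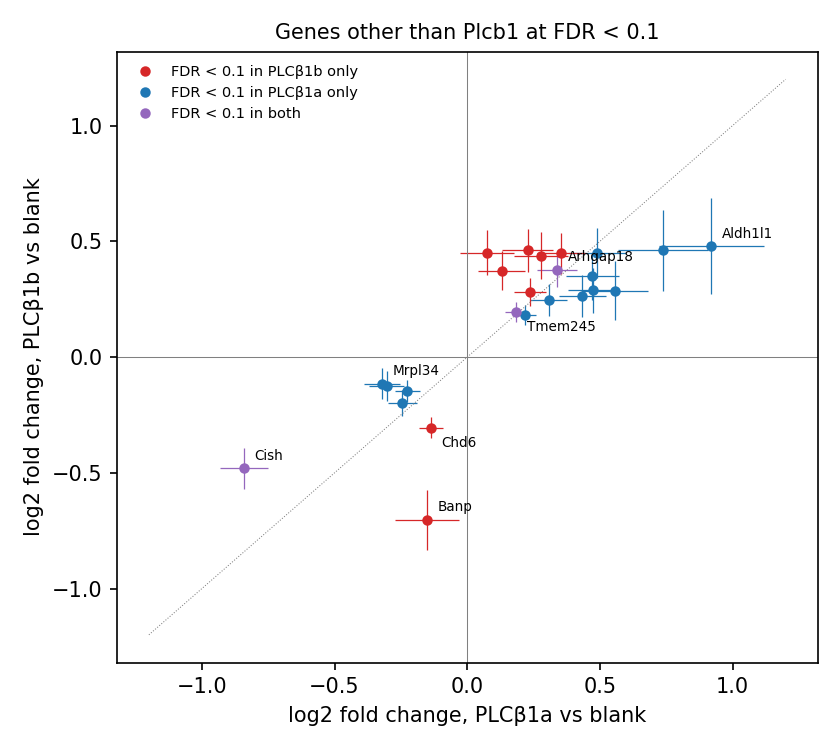
Log2 fold change against blank hearts of the 24 called genes other than Plcb1, in PLCβ1a hearts (x axis) and PLCβ1b hearts (y axis), with standard errors. Colours give the comparison in which a gene was called.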

A total of 15 genes showed a transcriptional response at FDR < 0.1 to either or both of PLCβ1b or PLCβ1a expression (Fig 2, S1 Table); these changes were all of relatively low magnitude and did not include any canonical genes known to be involved in the regulation of cardiac contractility or hypertrophy (Fig 3).

**Table 1:** Echocardiographic parameters in mice after 8 weeks of rAAV6 treatment.

	blank	PLCβ1a	PLCβ1b
LVAW_d_ (mm)	0.55 ± 0.03	0.53 ± 0.02	0.56 ± 0.03
LVAW_s_ (mm)	0.97 ± 0.03	0.98 ± 0.02	0.92 ± 0.03
LVID_d_ (mm)	3.99 ± 0.20	3.92 ± 0.13	4.01 ± 0.08
LVID_s_ (mm)	2.30 ± 0.19	2.25 ± 0.11	2.67 ± 0.07*
LVPW_d_ (mm)	0.74 ± 0.04	0.72 ± 0.02	0.72 ± 0.03
LVPW_s_ (mm)	1.35 ± 0.05	1.30 ± 0.02	1.14 ± 0.05*
HR (bpm)	548 ± 15	551 ± 5	553 ± 7
EF (%)	80.9 ± 2.1	81.0 ± 1.2	70.2 ± 1.8*
PWT (%)	85.5 ± 8.9	80.3 ± 4.5	58.8 ± 4.1*
Heart weight (g)	31.8 ± 0.6	31.1 ± 0.5	31.3 ± 0.4

Mice were treated with rAAV6-FLAG-PLCβ1b, rAAV6-FLAG-PLCβ1a or rAAV6-blank for 8 weeks and contractile function was determined by echocardiography. LVAW, left ventricular anterior wall thickness; LVID, left ventricular interior dimension; LVPW, left ventricular posterior wall thickness; HR, heart rate; EF, ejection fraction; PWT, posterior wall thickening index. Subscript s and d represent left ventricular measurements at systole ‘s’ or diastole ‘d’. Values shown are mean ± SEM, n = 6. Similar results were observed in 4 additional cohorts.

*p<0.05 relative to either blank or PLCβ1a control.

Statistical significance between groups determined using one-way ANOVA (Tukey’s post-hoc test). Although similar data have been previously reported as part of longer time course studies (14) data from the current cohort of mice are presented here for convenience in understanding the phenotype of these mice 8 weeks after rAAV6 treatment.

**Fig 2:**
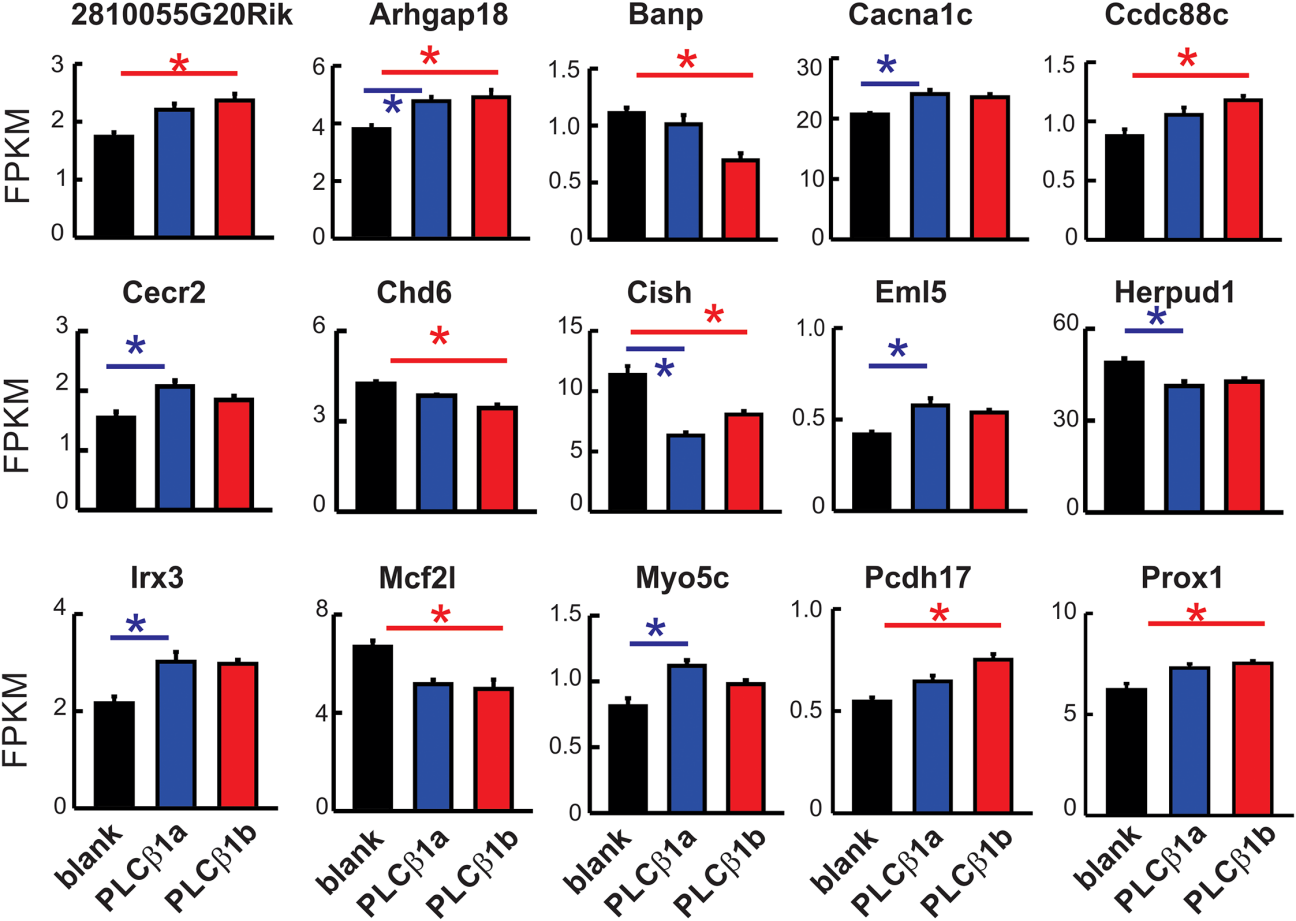
mRNAs regulated at FDR<0.1 by either or both of PLCβ1a or PLCβ1b expression. 15 mRNAs are displayed according to expression calculated from mRNA-sequencing (FPKM). *Red*, PLCβ1b; *blue*, PLCβ1a; *black*, blank control. Values are mean ± SEM, n = 6. Blue lines with asterisk indicate false discovery rate (FDR) <0.1 between PLCβ1a and blank (according to DESeq); red lines with asterisk indicate FDR <0.1 between PLCβ1b and blank. Full gene descriptions and assignment to Gene Ontology categories are given in S1 Table.

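Mean FPKM of the 15 genes in blank hearts ranged from 0.418 (Eml5) to 48.8 (Herpud1). 10 were higher in PLCβ1b hearts and 5 lower, and all 15 changed the same way in PLCβ1a hearts, which the choice of the genes and the shared blank hearts favour. The fold changes ran from 1.14 to 1.63 in PLCβ1b and from 1.1 to 1.79 in PLCβ1a. An exact permutation test of FPKM, 6 hearts against 6, gave p under 0.05 for 14 of the 15 genes in PLCβ1b hearts and for 12 of the 15 in PLCβ1a hearts. After Benjamini-Hochberg adjustment over these 30 tests the highest p was 0.0887. In edgeR's quasi-likelihood model, 8 of the 15 genes were called in PLCβ1b and 8 in PLCβ1a, and 14 in at least 1 of them. Adjusted over the list alone, 15 and 14 were. The genes were chosen on these same hearts, so that count is not independent evidence. In CPM, 10 of the 15 showed no overlap between PLCβ1b and blank hearts and 6 none between PLCβ1a and blank hearts. Banp differed most between the comparisons. Its log2 fold change in PLCβ1a hearts had an unadjusted p of 0.220 in edgeR, and its FPKM there was 0.929 ± 0.150 (SD, n = 6; exact permutation test against blank, p = 0.0606).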

**Fig 3:**
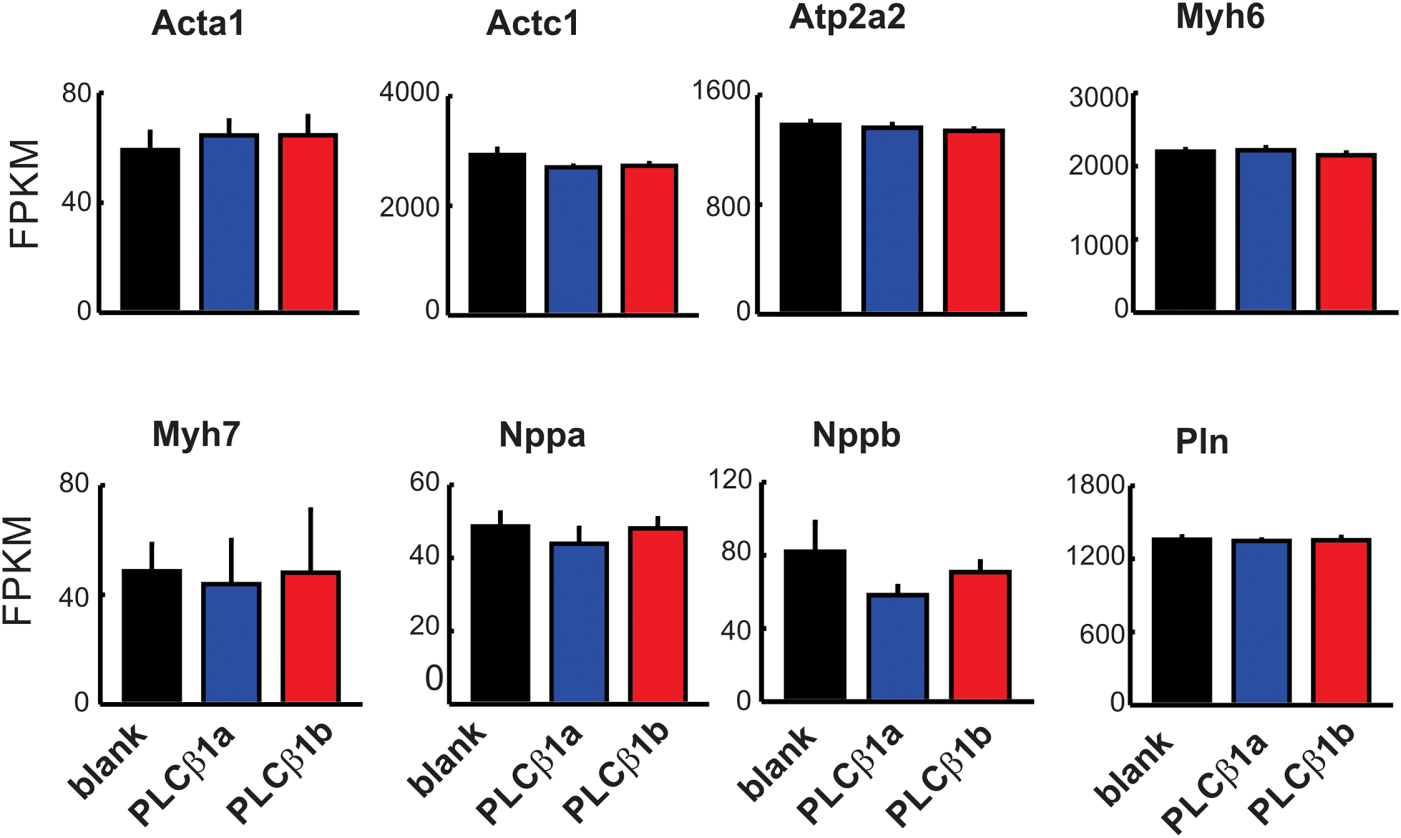
Canonical markers of cardiac hypertrophy in response to PLCβ1a or PLCβ1b expression. mRNAs are displayed according to expression calculated from mRNA-sequencing (FPKM, fragments per kilobase of exon per million mapped fragments). *Red*, PLCβ1b; *blue*, PLCβ1a; *black*, blank control. Values are mean ± SEM, n = 6. No comparisons to blank control were significant at FDR<0.1 (according to DESeq). Acta1, α-skeletal actin; Actc1, α-cardiac actin; Atp2a2, SERCA2a; Myh6, α-myosin heavy chain; Myh7, β-myosin heavy chain; Nppa, atrial natriuretic peptide; Nppb, natriuretic peptide B; Pln, phospholamban.

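None of the 8 genes was called in either comparison. In edgeR's quasi-likelihood test the FDR ran from 0.600 to 0.991 in PLCβ1b hearts and from 0.399 to 0.958 in PLCβ1a hearts. At an unadjusted p under 0.05 there was 1 gene in each, Actc1, with log2 fold changes of -0.10 and -0.12 (standard error 0.04). Exact permutation tests of FPKM gave p of 0.158 to 0.903 over the 16 comparisons, with a lowest adjusted p of 0.753. Myh7 had 84.9 ± 7.31 FPKM (SD, n = 6) in blank, 90.9 ± 12.0 in PLCβ1a and 84.3 ± 3.99 in PLCβ1b hearts. Nppa had 48.6 ± 9.83, 43.3 ± 10.9 and 47.3 ± 6.86 FPKM in the same order, and Acta1 had 59.1 ± 16.3, 63.0 ± 11.9 and 63.2 ± 15.4. Nppb had the widest spread, 81.9 ± 37.0 FPKM in blank hearts. The log2 fold changes of the 8 genes ranged from -0.19 to 0.33 in PLCβ1b and from -0.49 to 0.36 in PLCβ1a, at the ends Nppb and Myh7. Several of these changes are smaller than their standard error, and those of Myh6, Myh7, Nppa and Pln in at least 1 comparison change sign with the processing. That of Myh7 in PLCβ1b hearts was -0.00736 with limma on log2(FPKM + 0.1), and that of Nppb was 0.00512 without blank heart 26. Myh6 and Myh7 are paralogs, so reads could have been split between them. The counts of Myh7 followed its FPKM loosely across the 18 hearts (Pearson r 0.539, Spearman rho 0.573, permutation p = 0.0160 and 0.0150, r 0.552 without the 2 hearts farthest from the median). Among the 8 genes so compared, with a Benjamini-Hochberg adjusted p of 0.0183 for Myh7, Nppa had an r of 0.978, Nppb 0.991, Myh6 0.607 and Pln 0.437. Myh6 and Pln varied little, by at most 1.24-fold between the highest and lowest heart. Atp2a2 and Actc1 varied by at most 1.33-fold and 1.39-fold, yet had r of 0.945 and 0.916. A small range therefore need not give a low r. Myh7 varied 3.64-fold in CPM and 1.47-fold in FPKM, and Nppb 3.23-fold and 2.98-fold.

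**Figure D3:**
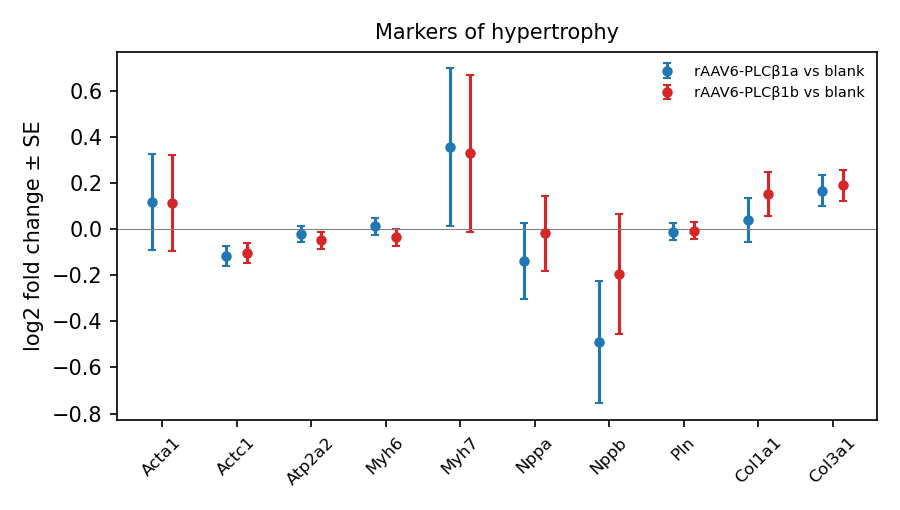
Log2 fold change against blank hearts of 10 marker genes in PLCβ1b and PLCβ1a hearts, from edgeR's quasi-likelihood model of TMM-scaled counts. Bars through the points are standard errors, and the line at 0 marks no change.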

Since mRNA-sequencing studies utilizing genetically- and/or surgically-manipulated mouse hearts with similar numbers of biological replicates have typically observed hundreds of altered mRNAs [24–26, 28, 29], we evaluated the variance to read-count relationship for the mRNAs subjected to statistical comparison and found that variance declined for mRNAs with higher read counts in the expected manner (S1 Fig). This suggests that the extremely modest transcriptional response observed in rAAV6-PLCβ1a/b mouse hearts is not due to technical artefacts in the mRNA-sequencing procedure.

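The biological coefficient of variation estimated by edgeR was 0.0723 over all genes tested. In the tenth of the genes with the lowest counts (median 13.2 per heart) its median was 0.125, and in the tenth with the highest counts (median 1263) it was 0.0573. Over the 12281 genes, the Spearman rho between a gene's coefficient of variation and its mean count was -0.609. The rho is across genes, which are not independent replicates.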

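What 6 hearts per group could detect was tested on simulated counts, drawn with the means, dispersions and library sizes of these hearts. With 20 of 12281 genes changed 1.5-fold, edgeR's quasi-likelihood test recovered 70.0% ± 10.0 (SD of 5 simulations) at an FDR below 0.1. It recovered 95.0% ± 3.5 of genes changed 2.0-fold, 38% ± 13.5 at 1.3-fold and 19.0% ± 6.5 at 1.2-fold. None of the genes changed 1.1-fold was recovered (0%). With 200 changed genes the shares were 96.3% at 2.0-fold, 79.8% at 1.5-fold, 59.5% at 1.3-fold, 23.6% at 1.2-fold and 0.6% at 1.1-fold.

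**Figure D4:**
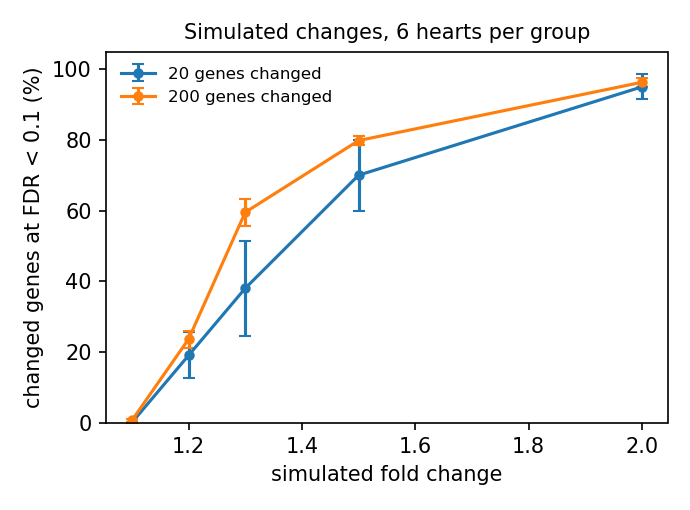
Share of simulated changed genes (%) called at an FDR below 0.1, against the simulated fold change, with 20 and with 200 genes changed. Points are means of 5 simulations and bars their SD. With 200 genes changed, the share rises from 0.6% at 1.1-fold to 96.3% at 2.0-fold.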

### Comparison of PLCβ1b transcriptional responses to those resulting from neonatal induction of upstream and downstream signal transducers

Cardiac overexpression of either Gαq (upstream regulator of PLCβ1b [16]) or of PKCα (activated downstream of PLCβ1b [14]) beginning in the immediate post-natal period are known to induce widespread transcriptional responses, and in the case of Gαq a well-described phenotype of hypertrophy and dilation with severely blunted contractility occurs as a result [30–32]. As might be expected from the phenotypic outcomes, many more mRNAs are dysregulated in adult hearts overexpressing Gαq than PKCα, in which transgene expression (under the control of the αMHC / *Myh6* promoter) began immediately after birth (see Methods) (Fig 4A) [24, 27]. We compared the transcriptomes of rAAV6-PLCβ1a and -PLCβ1b hearts (without filtering for statistical significance of differentially-expressed mRNAs) to published mRNA-seq profiles of adult hearts overexpressing Gαq or PKCα from the post-natal period [24, 27]. However, neither PLCβ1a nor PLCβ1b hearts showed any evidence of Gαq- or PKCα-mediated alterations in transcriptional profile (Fig 4B).

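The hearts overexpressing Gαq or PKCα are not analysed here. Among the 18 hearts of the PLC experiment, Euclidean distances were taken over the 6129 genes with a mean of at least 3 FPKM, on log2(FPKM + 0.1). On this scale, hearts of different groups were no farther apart than hearts of the same group. The mean distance between groups minus that within groups was -0.952 for PLCβ1b and blank hearts, -1.12 for PLCβ1a and blank, and -1.69 for PLCβ1b and PLCβ1a. Exact one-sided permutation tests gave p = 0.851, 0.866 and 0.957, each 0.957 after Benjamini-Hochberg adjustment over the 3. On log2 CPM, with 5962 genes, the differences were above 0 (0.498, 0.641 and 0.0405). Their exact permutation p were 0.0823, 0.0411 and 0.364, or 0.123, 0.123 and 0.364 after adjustment. For PLCβ1b and blank hearts the mean distance within groups was 66.5 on FPKM and 16.7 on log2 CPM. A small separation could be lost in the wider spread on FPKM, so the test there cannot show that the groups do not differ. Average-linkage clustering gave a first division of 15 hearts and 3, the 3 being blank hearts 26 and 32 and PLCβ1a heart 14. The nearest neighbour of a heart belonged to its own group in 3 of 18 cases. Every heart but these 3 is listed at 0 FPKM for mt-Rnr1. Genes listed at 0 FPKM despite at least 100 counts were then left out, a step chosen after seeing the data. The first division became 16 hearts and 2, blank heart 34 and PLCβ1b heart 8. On log2 CPM the first division was 16 hearts and 2, blank hearts 26 and 30, and the nearest neighbour belonged to the same group in 10 of 18 cases, including all 6 blank hearts. In single hearts, ratios to the mean of blank hearts exceeded 2-fold for 67.5 ± 2.59 genes (SD, n = 6) of 6119 in PLCβ1b, 67.5 ± 6.16 in PLCβ1a and 66.0 ± 7.72 in blank hearts. These 6119 leave out genes listed at 0 FPKM despite at least 100 counts. An exact permutation test of PLCβ1b against blank gave p = 0.710.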

**Fig 4:**
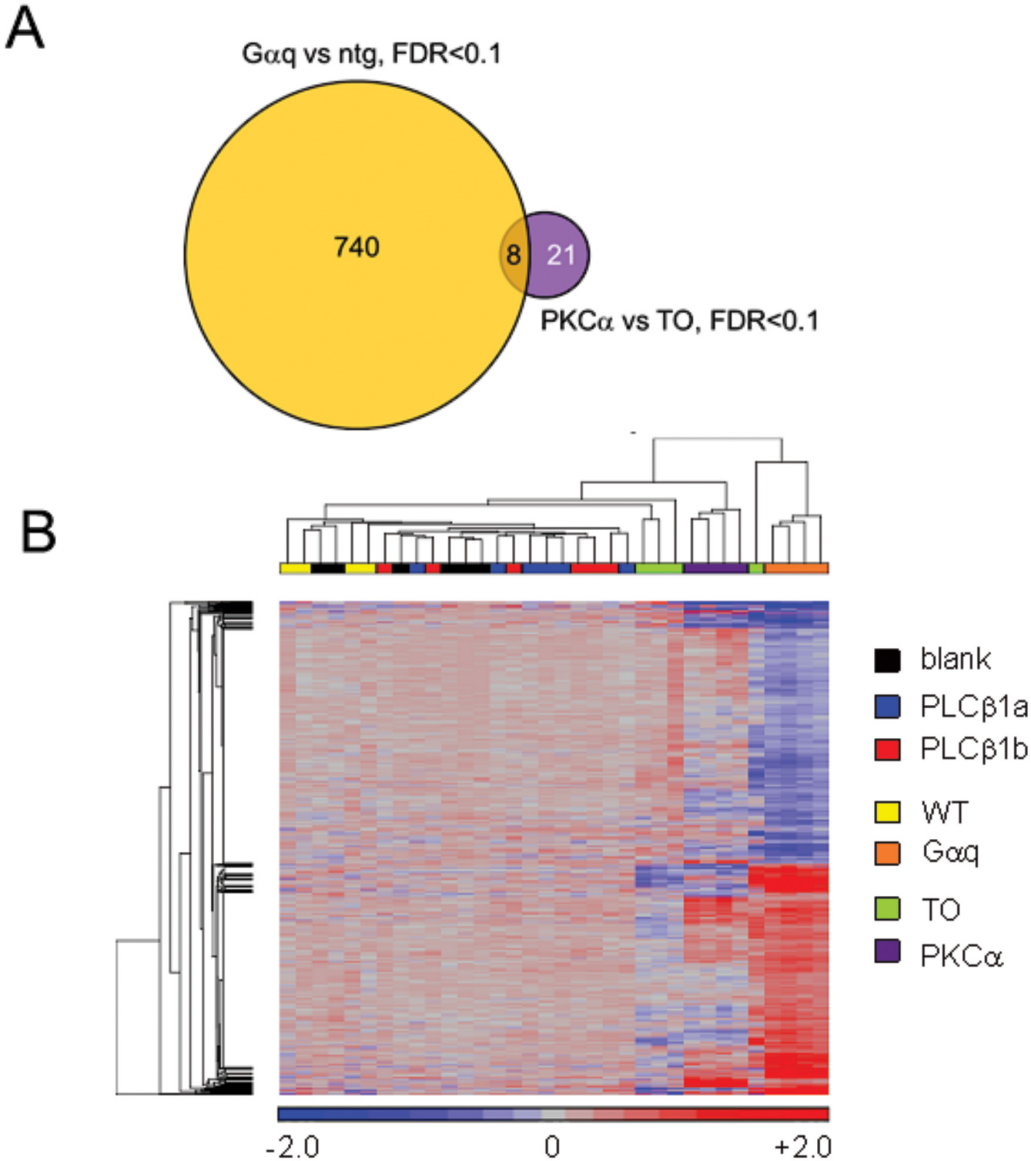
Comparison of rAAV6-PLCβ1-mediated gene expression changes to those caused by neonatal overexpression of Gαq or PKCα. **A**. Venn diagram demonstrating limited overlap of 748 mRNAs regulated at FDR<0.1 in a comparison of Gαq transgenic mice vs WT [24] and 29 mRNAs regulated at FDR<0.1 in a comparison of PKCα transgenic mice vs tet-off (TO) controls [27]. **B**. 761 unique mRNAs are displayed, from a composite of 15 mRNAs regulated at FDR<0.1 in a comparison of PLCβ1a or PLCβ1b vs blank, 748 mRNAs regulated at FDR<0.1 in a comparison of Gqα transgenic mice vs WT [24] and 29 mRNAs regulated at FDR<0.1 in a comparison of PKCα transgenic mice vs tet-off (TO) controls [27]. Unsupervised hierarchical clustering of relative mRNA abundances (rows) and of individual hearts (columns) was performed using Euclidean distance with average linkage. Colors represent log_2_ ratios for each individual heart vs the mean of the appropriate controls (red is upregulated, blue is downregulated); the color range spans -2.0 to +2.0 in log_2_ scale (from 4-fold downregulation to 4-fold upregulation in linear scale).

## Discussion

Our previous studies showed that heightened expression of PLCβ1b is sufficient to cause chronic contractile dysfunction, whereas expressing the closely related splice variant PLCβ1a had no discernible effect [14]. Furthermore, selectively inhibiting PLCβ1b activation prevented/reversed heart failure following pressure overload [15]. Hearts expressing PLCβ1b showed depressed contractile function without hypertrophy or fibrosis, at least until 36 weeks after virus delivery. This provided an opportunity to examine whether transcriptional responses occur in response to loss of contractility in isolation, without the difficulty of disentangling these from responses associated with hypertrophied or failed myocardium. PLCβ1b presented an especially attractive opportunity because PLCβ1a has no effect on contractility and could thus serve as a stringent control.

Despite chronically lowered contractility, we detected only minor changes in gene transcription associated with PLCβ1b expression and furthermore, similar changes followed expression of PLCβ1a, even though PLCβ1a did not alter contractile function. Thus, depressed contractility *per se* does not lead to widespread compensatory transcriptional changes. 

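When the 12 hearts of both PLC groups were set against the 6 blank hearts in the same edgeR model, 40 genes were called, 23 higher and 17 lower. They included Plcb1, and 14 of the other 39 are genes of Fig 2. The 39 had fold changes from 1.13 to 1.82 and a median of 1.27. At an unadjusted p under 0.05 there were 1136 genes, 9.25%. In 7 of the 39 no PLC heart overlapped a blank heart, as for 0.0651% of all genes, where chance gives 0.0108%. The lowest FDR in edgeR were those of Cish (4.9e-05, log2 fold change -0.66) and, after Plcb1, Chd6 (0.0083, -0.22). Cacna1c (0.20) and 2810055G20Rik (0.40) lay above all blank hearts in 12 of 12 hearts. Rtn4r had the largest log2 fold change among those lower, -0.70 from 16 to 76 counts per heart (FDR 0.0486 in edgeR). It lost its call without any 1 of blank hearts 30, 33 and 34, PLCβ1a heart 9 and PLCβ1b heart 17, with FDR up to 0.282. Herpud1 (-0.22) lost its call without blank heart 30, and Mrpl18 (-0.19) without blank heart 26, 30 or 34. The number of called genes was 71 with edgeR's exact test and 14 with the original DESeq test. It was 11 without blank heart 30 and 11 without blank heart 34, and 58 without PLCβ1b heart 16. It was also lower by more than 1.5 times without blank heart 26 (19), PLCβ1a heart 9 (16) or 11 (18), or PLCβ1b heart 4 (19), 6 (24), 10 (20) or 17 (16). With DESeq2, which called 58, the share of called genes that were higher was 50% in place of 57.5%, and with a surrogate variable it was 71%. With either limma setting it was 16.7% of 6 genes, and with a correction for gene length and GC content, chosen after seeing the data, 45.5% of 44. From the small number of changes in PLCβ1b hearts, and the similar changes with PLCβ1a, which is inactive in heart, the paper concludes that a chronic loss of contractility does not by itself bring about a broad compensatory response in transcription.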

Our previous report noted changes in canonical transcriptional markers of cardiac hypertrophy, once hypertrophy finally ensued in PLCβ1b hearts, presumably as a result to prolonged contractile depression. After only 8 weeks of chronically lowered contractility, we found no changes in the expressions of ANP and α-skeletal actin, collagen-1A1, -3A1, α-or β-myosin heavy chain or phospholamban as measured by RT-qPCR [14], nor did we in the current RNA-sequencing study. 

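Col1a1, on chromosome 11 of mm10 from 94936270 to 94951856, had 7.46 ± 0.739 FPKM (SD, n = 6) in blank and 8.23 ± 1.34 in PLCβ1b hearts, a log2 fold change of 0.15 (standard error 0.10, FDR 0.780 from edgeR's quasi-likelihood test). Col3a1, on chromosome 1 from 45311538 to 45349706, had 21.2 ± 2.48 FPKM in blank and 23.9 ± 2.09 in PLCβ1b hearts. Its log2 fold change was 0.19 (standard error 0.07, FDR 0.521 in edgeR), and in PLCβ1a hearts it was 0.17 (FDR 0.480). Over 10 marker genes, these and the 8 of Fig 3, 0 of 20 tests passed an FDR below 0.1 over all genes tested, and 4 had an unadjusted p under 0.05. Adjusted over the list alone, 0 passed as well, with a lowest adjusted p of 0.114 for Col3a1 in PLCβ1b hearts and for Actc1 in PLCβ1a hearts. That count was 4 in the original DESeq test, 3 with a surrogate variable, and 1 without the filter on low counts. It was 4 without blank heart 26, 4 without blank heart 32 and 2 without blank heart 30.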

After 32 weeks of depressed contractility, PLCβ1b-expressing hearts showed a modest degree of hypertrophy. At this time point, increased expression of ANP and α-skeletal actin was observed in PLCβ1b-expressing hearts compared with either PLCβ1a-expressing hearts or control hearts [14].

The finding that PLCβ1b-induced contractile dysfunction does not involve substantial transcriptional changes is compatible with our previous data, which showed that the contractile deficit could be fully reversed by treatment with a PKCα inhibitor for only 5 days [14, 33]. This rapid reversal argues against an involvement of major transcriptional changes in the contractile dysfunction. In addition, our studies in adult mouse ventricular myocytes and neonatal rat ventricular myocytes showed that PLCβ1b overexpression results in dephosphorylation of phospholamban and depletion of Ca^2+^ from the sarcoplasmic reticulum [14]. Neither of these responses would be expected to require altered gene transcription, as they are likely dependent on well-established phosphorylation cascades [34]. However, it is perhaps surprising that chronically low contractility and reduced cardiac output does not of itself induce any substantial transcriptional response to increase inotropy or lusitropy. 

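A list of 28 tested genes of calcium handling, the sarcomere and adrenergic signalling was examined for a response that could raise contraction. In PLCβ1b hearts 12 were higher and 16 lower than in blank hearts, in PLCβ1a hearts 18 were higher and 10 lower. The list as a whole was not called, with an adjusted p of 0.834 in PLCβ1b and 0.543 in PLCβ1a from limma's camera test. Direct comparison of PLCβ1b with PLCβ1a gave 0.233. Of the single genes in PLCβ1b hearts, 3 had an unadjusted p under 0.05 in edgeR, 0 passed an FDR below 0.1 over all genes tested, and 1, Cacna1c, passed when adjusted over the list alone. In PLCβ1a hearts Cacna1c passed both. In PLCβ1b hearts it was called over all genes in 3 of 12 other settings, among them DESeq2 (FDR 0.0737). Adrb1 had a log2 fold change of 0.13 in PLCβ1b hearts (standard error 0.10, FDR 0.819 from edgeR's quasi-likelihood test). Camk2d had 0.04 (standard error 0.04, FDR 0.848) and Prkca 0.09 (standard error 0.07, FDR 0.812). The Gnaq and Shank3 estimates, -0.00377 and 0.03, were smaller than their standard errors of 0.06, and both change sign with the processing.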

Presumably the hypertrophy that eventually ensues is such a response.

Whilst we conclude that chronically depressed contractility does not meaningfully alter transcription, it must be considered that the PLCβ1b-expressing mice were unchallenged, caged and fed and so had limited requirement for flight or fight responses. It remains possible that the combination of chronically low contractility induced by PLCβ1b and a stressor requiring increased cardiac performance might result in an altered transcription response compared with stressed but otherwise untreated mice. As a result, stressing PLCβ1b-overexpressing mice might result in a more rapid development of compensatory hypertrophy, together with its associated transcriptional changes.

In cardiac signal transduction, PLCβ1b is immediately downstream of Gαq [16] and upstream of PKCα [14]. Our previous data have provided evidence that PLCβ1b is specifically activated downstream of Gαq in heart and thus similar transcriptional responses might be expected. In neonatal rat ventricular myocytes, the phenotype caused by heightened expression of Gαq is similar to that caused by PLCβ1b [16], with either of these causing primarily a hypertrophic response. However, both the phenotype and the transcriptional response to Gαq in mouse hearts are dependent on the timing of Gαq overexpression. Use of the conventional αMHC promoter system for Gαq transgene expression beginning immediately after birth promotes hypertrophy, dilatation and failure [30–32] and this is associated with substantial changes in the transcriptome [26]. In marked contrast, conditional overexpression of Gαq initiated in adult mouse hearts (a condition more similar to the rAAV6-mediated delivery used in our studies) did not result in hypertrophy, dilatation or heart failure and the limited mRNA expression data provided showed no changes in canonical markers of cardiac hypertrophy [35]. Whilst comprehensive transcriptome data are unfortunately not available for this latter condition, it seems unlikely that widespread transcriptional changes would be present in hearts exhibiting normal function. As noted previously [14], functional responses of the mouse heart to heightened PLCβ1b are similar to those reported previously in PKCα-overexpressing mice [36] and our data are consistent with a signaling role for PLCβ1b upstream of PKCα in mouse heart [14]. A relatively small set of mRNA expression changes was observed in PKCα-expressing hearts even though PKCα transgene expression commenced at birth [5, 27, 36]. Thus, findings from transgenes expressed from the immediate post-natal period are not directly comparable with the current data where heightened expression was initiated in adult animals. This also speaks to the importance of evaluating phenotypes in which signaling has been altered concomitant with the typical post-natal enlargement of the heart and acquisition of adult metabolic and sarcomeric properties, in contrast to phenotypes in which signaling is only altered once the heart has fully matured.

In addition to showing that depressed contractility *per se* does not initiate major transcriptional responses, our study also stresses the importance of a stringent control group in studies of this type. 

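Of the 11 gene lists written from general knowledge or the paper, 10 had at least 3 tested genes, and the camera test of limma with a preset correlation of 0.01 was run on each in 3 comparisons. With Benjamini-Hochberg adjustment over the 30 tests, 8 tests were called other than those of the Fig 2 list. In PLCβ1b hearts these were immediate early genes (adjusted p 0.00217, 12 of 12 genes higher), genes of the unfolded protein response (0.00217, 14 of 14 lower) and fibrosis genes (0.00607, 12 of 15 higher). The same 3 lists were called in PLCβ1a hearts, with adjusted p of 1.9e-05, 0.0259 and 0.0353 and mean log2 differences of 0.66, -0.10 and 0.08. STAT5 target genes, which include Cish of Fig 2, were lower in PLCβ1a hearts (5.0e-04) and higher in PLCβ1b than in PLCβ1a hearts (0.00377). The 2 calls of STAT5 targets held under fry, another limma test (0.00163 and 0.0432), and under an estimated correlation (0.0315 and 0.0749), and the other 6 held under neither. The number was 5 without blank heart 30.
In PLCβ1b hearts the mean of the immediate early genes was higher by 0.48 on the log2 scale (4 of 6 hearts above the blank mean, exact permutation p = 0.110) and by 0.32 without PLCβ1b heart 16. In PLCβ1a hearts it was higher in 6 of 6 (exact permutation p = 0.0238, 0.119 after adjustment) and by 0.40 without PLCβ1a heart 7. Of these genes, 5 had an unadjusted p under 0.05 in PLCβ1a hearts, 0 were called over all genes and 8 when adjusted over the list alone. The unfolded protein response mean of PLCβ1b hearts was -0.13 and lower in 6 of 6 (exact permutation p = 0.329). Without blank heart 30 it was -0.03, and in PLCβ1a hearts that omission left 0.00331. The fibrosis genes were higher by 0.10 in PLCβ1b hearts (5 of 6 hearts, exact permutation p = 0.0368, 0.158 after adjustment). Adjusted over the list alone, 4 of these 15 genes passed, and 0 over all genes. Atrial genes were not called by camera in PLCβ1b hearts (0.390), whereas their mean was lower by an exact permutation test (-0.20, 6 of 6 hearts, p = 0.0043, 0.0433 after adjustment). Hearts 16 and 17 were lowest (-0.25 and -0.42), and without heart 17 the difference was -0.14. In PLCβ1a hearts the atrial mean ran from -0.66 to 0.62. Of the 7 atrial genes, 0 had an unadjusted p under 0.05 in edgeR in PLCβ1b hearts. The list was also not called there by fry (0.843) or with an estimated correlation (0.873). The clock, interferon and marker lists had camera adjusted p of 0.780, 0.834 and 0.836. The Fig 2 list, chosen on these hearts, had 0.00607. Of 8 erythrocyte genes only 2 were expressed enough to be tested, too few for a list, and both had an unadjusted p under 0.05 in PLCβ1a hearts (lowest FDR 0.364 in edgeR).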

Although transcriptional changes were detected in response to PLCβ1b expression, these do not appear intuitively connected to pathways known to cause, or to be affected as a consequence, of blunted contractility. 

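In the direct contrast of PLCβ1b with PLCβ1a hearts, 0 of the 12281 genes were called, and 543 (4.42%) had an unadjusted p under 0.05. The share of genes without overlap was 0.179%, under the 0.216% of chance. None of the 15 genes of Fig 2 was called, with a lowest FDR of 0.801 in edgeR's quasi-likelihood test, while 5 had an unadjusted p under 0.05. Adjusted over the list alone, 4 were called, again on hearts on which the list was chosen. Cish was lower in PLCβ1a than in PLCβ1b hearts without overlap, a log2 difference of 0.36 (standard error 0.09, exact permutation p = 0.0022). Banp was lower in PLCβ1b hearts by comparison with PLCβ1a (-0.55, standard error 0.13, exact permutation p = 0.0152 on CPM). DESeq2 called 1 gene, Plcb1, and edgeR's exact test called 2, Plcb1 and Rmrp. limma on log2(FPKM + 0.1) called 1, Rnu12, which like Rmrp was named after its values were seen. Leaving out PLCβ1a heart 14 gave 1 call, again Rnu12, and leaving out PLCβ1b heart 8 gave 1, Plcb1.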

Because these alterations were similar to those in PLCβ1a-expressing hearts, we were able to define these as events not specific to PLCβ1b overexpression, but caused by the overexpression of the common molecular domains of PLCβ1a and PLCβ1b, which are 97% homologous (Fig 1A) and differ only in membrane-targeting capacity [37].

We have developed a mini-gene inhibitor that specifically targets PLCβ1b activation by preventing its targeting to the sarcolemma and have shown that expressing this inhibitor in hearts protects from heart failure following pressure overload. Additionally, we have identified the binding interface responsible for sarcolemmal targeting, by showing that proline-rich sequences in the extreme C-terminal sequence of PLCβ1b bind to the SH3 domain of the scaffolding protein Shank3 [37]. This binding interface provides a potential therapeutic target for the development of a new class of inotropic agent. The finding that PLCβ1b does not induce transcriptional changes makes targeting its activation a more attractive proposition for drug development.

## Supporting Information

S1 Fig Variance to read-count relationship for the mRNAs subjected to statistical comparison. Dispersion (variance) declines in accordance with increasing read depth-normalized number of counts per mRNA.
(TIF) Click here for additional data file.

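Across all 19396 genes with at least 1 count, without a filter, the Spearman rho between a gene's dispersion and its mean count was -0.885.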

S1 Table Gene descriptions and assignment to Gene Ontology categories for the 15 mRNAs regulated at FDR<0.1 by rAAV6-PLCB1a or rAAV6-PLCB1b expression. Assignment to Gene Ontology ‘biological process’ categories was performed using the Cytoscape plugin BiNGO [1]. Chd6 (chromodomain helicase DNA binding protein 6) had no Gene Ontology entry and is therefore not listed.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

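Hearts of 18 male mice were compared, 6 injected with each of rAAV6-PLCβ1b, rAAV6-PLCβ1a and rAAV6-blank at 8 weeks of age and examined at 17 weeks. Each heart is a biological replicate, numbered by its mouse. The authors depleted total RNA of ribosomal RNA, sequenced strand-specific paired reads, aligned them with TopHat to mm10 and counted them on genes with HTSeq. The deposited values are raw counts (23457 genes, with no normalization) and, from a program that the paper does not name, FPKM (23396 genes). Of the count table's genes, 23369 were found by name in the FPKM table. Gene names that a spreadsheet had turned into dates (27 genes, 0.0442% of the counts) and 4 entries that share a name could not be matched. In the FPKM table 13 genes are listed at 0 in a heart with at least 100 counts, among them mt-Rnr1, mt-Rnr2, Cacna2d1 and Slc8a1. Those zeros are not absence of expression. The hearts overexpressing Gαq or PKCα and the echocardiography are not used here.

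Counts were scaled by TMM and tested with edgeR 4.0.16 under R 4.3.3, using the quasi-likelihood F test in a single model of the 3 groups. Genes entered after filterByExpr with a minimum count of 10, a minimum total of 15 and a smallest group of 6, which left 12281. Contrasts were PLCβ1b against blank, PLCβ1a against blank, PLCβ1b against PLCβ1a, and both PLC groups against blank. Adjustment was by Benjamini-Hochberg over all genes tested, and a gene was called at an FDR below 0.1. CPM were computed after TMM scaling, with a prior count of 2 on the log2 scale. Single values were compared by exact permutation tests, with 924 arrangements for 6 hearts against 6 and 18564 for 6 against 12. Relations across hearts used 100000 permutations. Distances between hearts used log2(FPKM + 0.1) of genes with a mean of at least 3 FPKM. At 3908354 to 7591558 nuclear counts per heart, genes near the minimum count had a median biological coefficient of variation of 0.125. Depth was not varied, so how far it sets the precision was not tested.

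Genes are named by a rule. It takes each gene that the paper names and the deposited tables hold, and in each contrast the 5 called genes with the lowest p in each direction. Genes outside it are marked as named after their values were seen. Gene lists (10 tested, each with at least 3 expressed genes) were the Fig 2 genes, canonical markers, contractility, fibrosis, immediate early, unfolded protein response, STAT5 target, atrial, clock and interferon genes. An erythrocyte list was too short to test, and a list of glucocorticoid response genes was written later. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, over 30 tests together.

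The alternatives, chosen before the data were examined, were DESeq2 1.42.0, edgeR's exact test, the original DESeq test (written anew, since the package was not available), upper-quartile scaling, no filter on low counts, genes with a mean of at least 3 FPKM, only the groups compared, 1 surrogate variable from sva 3.50.0, limma on log2 FPKM with 0.1 or 1 added, mitochondrial genes (37) left out, an FDR below 0.05, fry and an estimated correlation for lists, log2 CPM, other FPKM limits for distances, and each heart left out in turn. A correction for gene length and GC content (splines with 4 degrees of freedom) and distances without the genes whose zeros are not absence were chosen after seeing the data. Each program was tested on simulated data with known changes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No hearts were left out of the values reported.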

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

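The test of gene length and GC content was chosen only after its result was seen. Leaving out mitochondrial genes was planned as a setting, and was taken as a test of the pattern only after its result was seen. The other tests were chosen before.

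Plcb1 was higher in PLCβ1b than in PLCβ1a hearts by 1.09 on the log2 scale (FDR 0.801 in edgeR's quasi-likelihood test, 0.0082 in DESeq2). The paper does not report this signal, since it gives no Plcb1 values from the sequencing. It cites earlier work for similar levels of the 2 variants in mouse hearts, and shows FLAG-tagged protein by western blot. The blots measure protein, whereas the difference here is in RNA. The counts cannot separate vector from mouse transcripts. A difference in vector dose or uptake, in transcript stability and in the length of the vector transcripts were not tested and stay open. If the dose drove the response, the 39 called genes other than Plcb1 would follow Plcb1 within the PLC groups. Their mean signed change had a Pearson r of 0.414 with Plcb1 (12 hearts, permutation p = 0.232, Spearman rho 0.600, permutation p = 0.0610, r 0.296 without the 2 hearts farthest out, adjusted p 0.765 over 8 relations). The mean signed change was 0.352 ± 0.0570 (SD) in PLCβ1a and 0.363 ± 0.0645 in PLCβ1b hearts (exact permutation p = 0.749). With 12 hearts an effect of dose and its absence cannot be told apart.

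The contrast of both PLC groups with blank hearts called 25 genes that are neither Plcb1 nor in Fig 2, a signal outside the genes the paper discusses. Chance division of the hearts is unlikely to be the whole cause, since 1 of 100 divisions of the hearts into 3 groups of 6, the real one included, gave a count as large (39 genes apart from Plcb1, highest other 37). The tables argue against gene length and GC content as the whole cause, since 32 of the 40 called genes were still called after a correction for them. With mitochondrial genes left out, 38 of the 40 were still called, which argues against mitochondrial counts in the scaling as the whole cause. Other differences that may go with mitochondrial content were not tested. A mix of the sexes is excluded, as 0 hearts had more Xist than Ddx3y counts. What stays open is the order in which mice were handled and libraries made. Blank mice are numbered 26 to 36 and PLC mice 4 to 21, and library indices go by group. Within groups, the mean signed change had a Pearson r of -0.0739 with mouse number over 18 hearts (permutation p = 0.765, rho -0.143, r -0.280 without the 2 hearts farthest out). The groups differed in sign, with r 0.333 in blank hearts, -0.202 in PLCβ1a and -0.388 in PLCβ1b hearts. Over the 12 PLC hearts r was -0.304 (permutation p = 0.357, adjusted p 0.765 over 8 relations, r -0.866 without the 2 hearts farthest out). Without 2 hearts it was -0.888 in PLCβ1a, -0.980 in PLCβ1b and, with the opposite sign, 0.661 in blank hearts, from 4 hearts each. A relation with mouse number within the PLC groups therefore stays open. Between groups the order and an effect of PLCβ1 cannot be told apart. A response to either PLCβ1 variant, or to a vector that makes protein, may be real but is likewise untested apart from the order.

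The mean of STAT5 target genes (6 expressed) was -0.29 on the log2 scale in PLCβ1a hearts relative to blank, lower in 6 of 6 hearts (exact permutation p = 0.0022, 0.0433 after Benjamini-Hochberg adjustment over 30 tests). It stands out as a signal in genes the paper does not discuss together. Cish, a gene of Fig 2 and so chosen on these hearts, could have produced it. Without Cish the mean was -0.18, with 5 of 6 hearts lower (exact permutation p = 0.0238, unadjusted). The same p in the immediate early list became 0.119 after adjustment over 30 tests. How far the list result rests on Cish therefore stays open. In blank hearts 26, 30, 32, 33, 34 and 36 the list mean was 0.28, 0.23, 0.11, 0.07, 0.02 and 0.03. The list also differed between the PLC groups, by 0.21 (higher in 6 of 6 PLCβ1b hearts, exact permutation p = 0.0065, 0.0487 after adjustment), which is a test of the difference itself. Library order remains open for both comparisons, since library indices go by group in the PLC hearts as well, and the order of the mice for the comparison with blank hearts.

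Single hearts stood far from the others of their group in 8 of 141 groups tested, where chance gives 7.05, so the number is what chance gives. Blank heart 30 was low in 2810055G20Rik (5.42 CPM, others 6.83 to 7.34) and high in Herpud1 (86.4, others 71.4 to 76.9). PLCβ1b heart 4 was high in Cish (16.8, others 13.2 to 14.5), and blank heart 36 in Myh6 (9016, others 8182 to 8471). PLCβ1a heart 14 was high in Nppb (45.2, others 27.8 to 30.8), blank heart 26 in Prkca (17.0, others 14.6 to 15.5) and blank heart 33 in Rtn4r (3.74, others 1.64 to 2.37). PLCβ1a heart 7 was high in the immediate early gene list (1.61 on the log2 scale, others -0.35 to 0.34). Blank heart 26 and PLCβ1a heart 14 are among the 3 hearts with the lowest depth. No technical explanation for single hearts was tested, and the design gives no biological one.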

How the results depend on the processing

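Tests with the length and GC correction, and without the genes whose FPKM zeros are not absence, were chosen only after the results were seen. No paired analysis was possible because the groups share no mouse numbers.

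The number of called genes moved most. PLCβ1b against blank (12): 22 with DESeq2 and edgeR's exact test, 24 without the filter on low counts, 7 with a mean of at least 3 FPKM, 7 at an FDR below 0.05, and 6 and 5 with limma on FPKM plus 0.1 and 1. PLCβ1a against blank (17): 28, 45, 29, 7, 4, 5 and 6 in the same order of settings, 7 with the original DESeq test and 10 with only the groups compared. Either PLC group (25): 44, 59, 44, 11, 9, 8 and 8, and 15 with the original DESeq test. Both PLC groups together (40): 71 with the exact test, 14 with the original DESeq test, 18 with at least 3 FPKM, 16 at an FDR below 0.05, and 6 and 6 with limma. PLCβ1b against PLCβ1a (0, with 543 at an unadjusted p under 0.05): 1 with DESeq2, 2 with the exact test, 1 and 1 with limma. The fits that each left out a heart gave 2 to 18, 3 to 19, 4 to 30, 11 to 58 and 0 to 1 genes in these comparisons. The stricter FDR lowers counts by construction, and requiring 3 FPKM tests fewer genes (6115). For the rest the cause was not tested. Length and GC correction gave 13, 12, 21, 44 and 0.

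The agreement of the PLC responses fell from 0.619 to 0.551 without the filter and lay between 0.576 and 0.666 with a heart left out. The 8 gene list calls became 2 with fry and 2 with an estimated correlation, and 5 to 11 with a heart left out (11 without PLCβ1b heart 6). Correlation between the genes of a list is consistent with this, since 2 of the 8 calls held with 1 mean per heart. Distances between groups exceeded those within on log2 CPM, by 0.498, 0.641 and 0.0405, against -0.952, -1.12 and -1.69 on FPKM. They stayed below 0 (-1.27, -0.998 and -1.36) without the genes whose FPKM zeros are not absence, so those zeros are not the whole cause. Other causes were not tested. Dispersion against mean count had a rho of -0.885 without the filter. Plcb1 in PLCβ1b against PLCβ1a passed the threshold with DESeq2 (1.08) and the exact test (1.08), and ranged from 0.93 to 1.23 with a heart left out, passing without PLCβ1b heart 8.

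Results for genes other than Plcb1 included 29 calls. Of these, Chd6 in PLCβ1b and Cish in PLCβ1a and in both PLC groups were called in every planned setting and with each heart left out, as was Plcb1 in each contrast with blank hearts. Counting 74 single-gene results, without the Plcb1 contrasts of single groups: other settings gave 779 values, of which 63 were weaker, 18 stronger and 13 reversed. Hearts left out gave 1332, of which 108 were weaker, 11 stronger and 21 reversed. Reversed values were near 0, and the cause was not tested. Myh6 in PLCβ1a: -0.00994 and -0.00994 with limma, -0.0181 with length and GC correction, -0.00294 to 0.0311 with a heart left out. Myh7 in PLCβ1b, 0.33 in the counts: -0.00736 and -0.00731 with limma on FPKM. Nppa in PLCβ1b: 0.00435 with the correction, -0.0838 to 0.0491 with a heart left out. Nppb in PLCβ1b: -0.33 to 0.00512, the last without blank heart 26. Pln in PLCβ1b: 0.00251 with at least 3 FPKM, 0.00334 with a surrogate variable, 0.0187 with the correction, -0.0223 to 0.0174 with a heart left out. Pln in PLCβ1a: 0.0114 with the correction, -0.0211 to 0.0140. Col1a1 in PLCβ1a: -0.0253, without PLCβ1a heart 7, to 0.0871. Gnaq in PLCβ1b: 0.0120 with a surrogate variable, -0.0397 to 0.0253. Gnaq in PLCβ1a: -0.00909 and -0.00664 with limma, -0.0117 with the correction, -0.0208 to 0.0515. Shank3 in PLCβ1b: -0.0135 and -0.0102 with limma, -0.0401 with the correction, -1.97e-05 to 0.0720. Shank3 in PLCβ1a: -0.00433 and -0.00264 with limma, -0.00506 with the correction, -0.00158 to 0.0872. Genes of small change were often missed at this depth and group size: at 1.2-fold, 19.0% of 20 simulated genes were recovered. Neither depth nor group size was varied, so which of them limits recovery was not tested.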

Differences from the paper's values

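No test in this part was chosen after the results were seen, apart from the length and GC correction.

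The paper reports 15 genes at an FDR below 0.1 in either or both PLC groups. With edgeR's quasi-likelihood test the number was 25. Of the alternatives set before the data were examined, the original DESeq test (15), genes with a mean of at least 3 FPKM (11) and only the groups compared (21) came within the margin. So did leaving out blank heart 30 (19), 33 (21) or 36 (18), PLCβ1a heart 7 (19), 11 (11) or 14 (22), or PLCβ1b heart 4 (19), 6 (18) or 17 (16). DESeq2 (44), the exact test (59), upper-quartile scaling (26), no filter on low counts (44), a surrogate variable (32), limma (8 and 8), mitochondrial genes left out (26), an FDR below 0.05 (9) and the other omissions of a heart (4 to 30) did not close the gap. The length and GC correction (21), chosen after seeing the values, came within it.

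Fig 2 marks about 8 genes, read by eye, as changed in PLCβ1a hearts, and 17 were called. The original DESeq test (7), genes with a mean of at least 3 FPKM (7), only the groups compared (10), limma on log2(FPKM + 1) (6) and leaving out blank heart 32 (8) or 36 (10) or PLCβ1a heart 7 (7) or 14 (9) came within the margin. DESeq2 (28), the exact test (45), upper-quartile scaling (18), no filter (29), a surrogate variable (23), limma on log2(FPKM + 0.1) (5), mitochondrial genes left out (18), an FDR below 0.05 (4) and the other omissions (3 to 19) did not, all of these being alternatives set before the data were examined. The length and GC correction (12), chosen after seeing the values, came within it.

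In Fig 3 the bars of Myh7 were read by eye as about 49 FPKM in blank, about 44 in PLCβ1a and about 48 in PLCβ1b hearts. The deposited FPKM of Myh7 were 84.9, 90.9 and 84.3. The bars of Nppa in Fig 3 were read at the same heights, about 49, about 44 and about 48, and the deposited FPKM of Nppa were 48.6, 43.3 and 47.3. The drawn error bars of the 2 genes differ. None of the alternatives set before the data were examined applies to a mean of deposited values. Of 69 means compared with Figs 2 and 3, for 23 genes, 63 were within 10%.

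Fig 2 marks Mcf2l as changed in PLCβ1b hearts. Its FDR was 0.196 in edgeR's quasi-likelihood test, with a log2 fold change of -0.44 and 5 of 6 hearts below all blank hearts. DESeq2 (0.0112), the exact test (0.0071), the original DESeq test (0.0277), both limma settings and the omission of PLCβ1b heart 16 (0.0303) called it. Plcb1 was called in both comparisons and is not among the genes of Fig 2. The original DESeq test did not call 4 results that Fig 2 marks, Cish in PLCβ1b hearts (FDR 0.141) and Arhgap18 (0.126), Eml5 (0.109) and Herpud1 (0.147) in PLCβ1a hearts. It called Plcb1 in both comparisons and Aldh1l1 in PLCβ1a hearts, which Fig 2 does not mark.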

Other observations

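The glucocorticoid list was written after Zbtb16 and Cish had been seen, and the other tests of this part were set before their results were seen.

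Other divisions of the same hearts gave as many called genes as follows, the real division included and Plcb1 left out. For PLCβ1b against blank, 5 of 100 drawn splits had at least the 11 genes observed, so chance division of the hearts could have given that count. The highest other split, with blank hearts 26 and 30 beside PLCβ1b hearts 8, 10, 16 and 17, had 182, and 83 splits had 0. For PLCβ1a against blank, 2 of 100 splits had at least 16. For PLCβ1b against PLCβ1a the observed count was 0, which any split reaches, so the test cannot decide there. Of the other splits 91 had 0 as well, and the highest had 3. For genes called in either PLC group, 4 of 100 divisions into 3 groups had at least 24, and the highest other had 81. For the agreement of the 2 responses, 3 of 100 divisions had an r at least as high (median of the others 0.501, highest 0.673). For the gene lists, 31 of 100 had at least 8 calls (median of the others 6), so their number is what chance division gives.

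Of the 8 list calls, 2 held when a list was reduced to 1 mean per heart, both of STAT5 targets. The calls of the other lists may reflect correlation between the genes of a list.

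Zbtb16 and Cish were lower in both PLC groups. A lower glucocorticoid signal is a candidate explanation. The mean of 10 expressed response genes changed by 0.06 on the log2 scale between both PLC groups and blank, with 5 higher and 5 lower (exact permutation p = 0.675). A mean near 0 of genes that go both ways does not decide it.

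The log2 fold changes had Spearman correlations with exonic length of 0.118 in PLCβ1b and 0.205 in PLCβ1a hearts, across genes. In both PLC groups the called genes that were higher had a median exonic length of 5867 and those lower 3632, where tested genes had 2987.5.

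On FPKM, blank hearts 26 and 32 and PLCβ1a heart 14 formed a cluster of their own. They have the lowest depth (13386745, 13354157 and 13246339 counts) and the highest values of the surrogate variable. They are also the only hearts not listed at 0 FPKM for mt-Rnr1. Without the genes whose FPKM zeros are not absence of expression, chosen after seeing the data, the first division was 16 hearts and 2, blank heart 34 and PLCβ1b heart 8. The hearts carry male expression, with 877 to 1578 counts of Ddx3y and at most 2 of Xist.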
